# Oxidative stress and ROS metabolism via down-regulation of sirtuin 3 expression in *Cmah*-null mice affect hearing loss

**DOI:** 10.18632/aging.100800

**Published:** 2015-08-29

**Authors:** Deug-Nam Kwon, Woo-Jin Park, Yun-Jung Choi, Sangiliyandi Gurunathan, Jin-Hoi Kim

**Keywords:** hearing loss, CMP-N-acetylneuraminic acid hydroxylase, ROS metabolism, mitochondria dysfunction, oxidative stress

## Abstract

CMP-Neu5Ac hydroxylase (*Cmah*) disruption caused several abnormalities and diseases including hearing loss in old age. However, underling molecular mechanisms that give rise to age-related hearing loss (AHL) in *Cmah*-null mouse are still obscure. In this study, *Cmah*-null mice showed age-related decline of hearing associated with loss of sensory hair cells, spiral ganglion neurons, and/or stria vascularis degeneration in the cochlea. To identify differential gene expression profiles and pathway associated with AHL, we performed microarray analysis using Illumina MouseRef-8 v2 Expression BeadChip and pathway-focused PCR array in the cochlear tissues of *Cmah*-null mouse. Pathway and molecular mechanism analysis using differentially expressed genes provided evidences that altered biological pathway due to oxidative damage by low expressed antioxidants and dysregulated reactive oxygen species (ROS) metabolism. Especially, low sirtuin 3 (*Sirt3*) gene expressions in *Cmah*-null mice decreased both of downstream regulator (*Foxo1* and *MnSod*) and regulatory transcription factor (*Hif1α* and *Foxo3a*) gene expression. Taken together, we suggest that down-regulation of *Sirt3* expression leads to oxidative stress and mitochondrial dysfunction by regulation of ROS and that it could alter various signaling pathways in *Cmah*-null mice with AHL.

## INTRODUCTION

N-glycolylneuraminic acid (Neu5Gc) is generated by hydroxylation of CMP-Neu5Ac to CMP-Neu5Gc, catalyzed by CMP-Neu5Ac hydroxylase (Cmah) [1, 2]. However, humans lack this common mammalian cell surface molecule, Neu5Gc, due to inactivation of the *Cmah* gene during evolution [3, 4]. Previous studies showed that disruption of *Cmah* gene affect various biological processes of animals [5, 6]. Our recent study has suggested that *Cmah*-null mice could be a useful model for studying diabetes with dysregulation of insulin/PI3K-AKT signaling [7]. In another study, *Cmah*-null mouse showed histological abnormalities of the inner ear occurred in older mice, which had impaired hearing [5]. On the other hand, it was reported in a study that, in a senescence-accelerated mouse, prone 8 (SAMP8) strain mouse shows premature hearing loss and cochlear degeneration repeating the processes noticed in human presbycusis (*i.e.,* strial, sensory, and neural degeneration) [8]. The molecular mechanisms correlated with premature age-related hearing loss (AHL) in SAMP8 mice comprises oxidative stress, distorted levels of antioxidant enzymes, and decreased activity of some complexes which as a result leads to chronic inflammation and prompting of apoptotic cell death pathways [8]. In another studies, rat F344/NHsd strain showed an increased mitochondrial DNA deletions in the cochlea at 6- and 9-months of age [9, 10]. As a result, mitochondrial DNA deletions or mutations causes impairment in mitochondrial function and eventually leads to buildup of cochlear oxidative stress and consequent cochlear degeneration and AHL [11]. Even though there is growing recognition that oxidative stress and reactive oxygen species (ROS) may be an important factor for underlying mechanism of hearing loss, the studies of molecular mechanisms of AHL is still infancy in *Cmah*-null mouse.

Recent study provided a possible mechanism of sirtuin 3 (Sirt3) in ROS and oxidative stress induced metabolism in mammals [12, 13]. Sirtuins are NAD^+^-dependent protein deacetylases [14]. They possess the ability to regulate life span in lower organisms and have turned up as immense cellular fate regulators and mammalian biology [15]. There are seven sirtuins in mammals; they demonstrate diverse cellular localization [16, 17]. Among them, Sirt3 localized in mitochondria stimulation results in activation of oxidative metabolism through deacetylation of numerous mitochondrial enzymes [18, 19]. Sirt3 has been found to predominantly regulate the production of ROS at the electron transport chain (ETC), further the detoxification of ROS via activation of antioxidant enzymes [20-25]. A current study implied that mitochondrial Sirt3 arbitrates the anti-aging effects of calorie restriction (CR) on AHL by promoting the glutathione-mediated mitochondrial antioxidant defense system in mice [23]. As CR is recognized to provoke Sirt3 protein levels in wild-type (WT) mice, there is a possibility that Sirt3 expression levels can mediate ROS management, mitochondrial integrity, and sensory function, at least in those neurons that constrain hearing [26-28]. CR-mediated aging retardation regulated by Sirt3 in mammal. However, CR failed and impaired to reduce oxidative damage in multiple tissues of *Sirt3* null mouse compare to control and it leads to the progression of AHL [29].

Despite growing interest in the relationship between loss of Cmah activity and age-related hearing loss, how genome-wide altered gene expression in the cochlear tissues of *Cmah*-null mouse affects hearing loss with aging remains unclear. In this study, we first explored differential gene expression profile in the cochlear tissues of *Cmah*-null mouse. We performed the functional enrichment analyses using annotations from both Gene Ontology (GO) and pathways. More importantly, we identified the pathway that related to the oxidative damage and ROS metabolism, supporting the pathogenesis hypothesis of age-related dysfunction. Finally, we analyzed the expression of their genes that involved Sirtuins, oxidative stress regulation, Wnt signaling, mitochondrial dysfunction identified by KEGG (Kyoto Encyclopedia of Genes and Genome) pathway analysis on microarray and a pathway-focused PCR array to address the mechanisms underlying AHL in *Cmah*-null mouse. In conclusion, we suggest a hypothetical model that down-regulated Sirt3 lead to oxidative damage and mitochondrial dysfunction by ROS and could alter various signaling pathways in *Cmah*-null mice with AHL. In this study, we propose a possible hypothetical model that down-regulated *Sirt3* lead to oxidative damage and mitochondrial dysfunction by ROS and it could alter various signaling pathways involved in *Cmah*-null mice with AHL.

## RESULTS

### Cmah disruption result in histological abnormalities in vestibular otoconial epithelia and the cochlear sensory epithelium, and neuronal cell loss of inner ears

*Cmah*-null mouse, like the previous observations, showed age-related hearing loss [5, 30]. To determine the lack of CMAH protein expression, we performed immunohistochemistry (IHC) in inner ear from WT- and *Cmah*-null mice. As shown in Fig. 1A, the Neu5Gc, which is a final product by hydroxylation of CMP-Neu5Ac to CMP-Neu5Gc by CMP-Neu5Ac hydro-xylase, was highly expressed in the WT, whereas the *Cmah*-null mice were completely deficient in inner ears. In histological analysis, 12 month- but not 5 week-old (Supplementary Fig. 1). *Cmah*-null mice had histological abnormalities in the vestibular otoconial epithelia and the cochlear sensory epithelium of inner ears (Fig. 1B). The apical surface of the vestibular otoconial epithelia contains unusual deposits of apparently a cellular material among the stereociliary bundles (Fig. 1B upper). Further, we observed degeneration of outer hair cell throughout the cochlea, with collapse of the outer organ of corti in the basal (high-frequency) turn of 12 month-old mice (Fig. 1B; bottom), whereas both of the cochlear and vestibular sensory epithelia of WT-mice appeared normal, even in older mice. Next, we performed the TUNEL assay to investigate the apoptotic cell death. The result shows significantly increased numbers of apoptotic cells in supporting cells of cochlear tissues from *Cmah*-null mice, compared to control (Fig. 1C).

**Figure 1:**
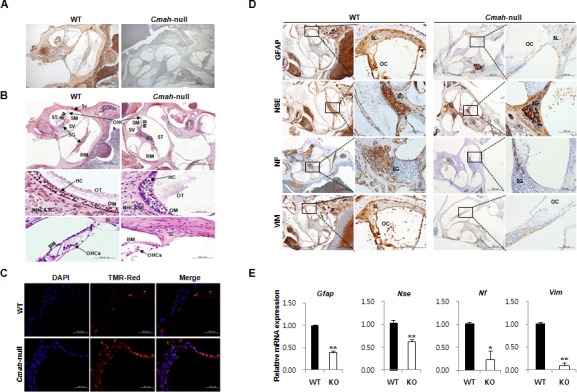
Age-related inner ear abnormality and neuron cell loss in *Cmah*-null mice (**A**) Analysis of Neu5Gc expression in cochlear tissues of WT- and *Cmah*-null mice by IHC using a chicken anti-Neu5Gc antibody. (**B**) Histological abnormality in inner ears of *Cmah*-null mice. Deposition of unusual and apparently a cellular material in the vestibular otoconial epithelia (upper). The area of the outer hair cells showed degeneration of the sensory cells throughout the cochlea in the cochlear sensory epithelium, (bottom). SV: scala vestibule, SM: scala media, ST: scala tympani, SG: spiral ganglion, BM: sasilar membrane, RM: reissner's membrane, Sv: stria vascularis, OT: otoconia, OM: otolithic membrane, NHC & SC: neuroepithelial hair cells and supporting cells, HC: hair cells, OHCs: outer hair cells, SL: Spiral lamina. (**C**) Apoptotic cell death in the cochlea of *Cmah*-null mice. TUNEL labeling performed on paraffin sections the cochlea from WT- and *Cmah*-null mice. (**D**) The expression of ganglion cells in cochlear tissues from WT- and *Cmah*-null mice by IHC. Rectangular box indicate a higher magnification images (5x) in left panel. GFAP: Glial fibrillary acidic protein, NSE: Neuron specific enolase, NF: Neurofilament, VIM: Vimentin. SL: spiral lamina, OC: organ of corti, SG: spiral ganglion. (**E**) mRNA expression pattern of neuronal cell markers in cochlear tissues from WT- and *Cmah*-null mice. RT-qPCR was used to measure the expression of *Gfap, Nse, Nf*, and *Vim* in the cochlea from WT- and *Cmah*-null mice.

In order to examine neuronal cell loss in *Cmah*-null mouse, we investigate the several neuronal cell-specific gene expressions in cochlear tissues. In this study, we examined glial fibrillary acidic protein (GFAP) expression for a neural injury marker or astrocyte marker, neurofilament (NF) expression for an axonal injury marker, vimentin (VIM) expression for a neural precursor cells marker, and enolase (NSE) expression for neuronal specific marker. In IHC, cochlear tissues of *Cmah*-null mice showed significant reductions in expressions of several neuronal cell markers such as GFAP, NSE, NF, and VIM in with respect to control mice (Fig. 1D). Reverse transcriptase quantitative real-time polymerase chain reaction (RT-qPCR) analysis also showed significantly down-regulated gene expression for same neuronal cell markers (*Gfap, Nse, Nf*, and *Vim*) compared to control (Fig. 1E), indicate that RT-qPCR results mimic IHC results.

### Differential gene expression profile in cochlea of *Cmah*-null mice

Expression profiles in cochlear tissues of WT- and *Cmah*-null mice (n=3, respectively) were compared using an Illumina MouseRef-8 v2 Expression BeadChip, which is composed of 25,697 probe sets for mouse mRNA. 

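Total RNA from cochlear tissue of 3 WT and 3 *Cmah*-null mice, 12 months old, was labelled and hybridized to 1 array per sample. The authors deposited the average bead signal, its bead standard error, the number of beads and a detection p of each probe, without normalization. A second deposited table held log2 values, which equalled quantile-normalized log2 signals without background correction to within 5.0e-07. Its columns name the second group "old" where the sample records name it *Cmah*-null, and the order and numbering of the samples were used to match them. Between 13873 and 15223 of the 25697 probes were detected on an array at a detection p under 0.05. The number of arrays limits the precision of every value. *Cmah*-null replicates 1 and 2 were closer to each other than any other pair, with an SD of the log2 difference of 0.13 against 0.31 to 0.64 for the others. Their squared difference was 2.59 times the bead error, against 12.0 to 105 for the others. The bead error holds the noise within an array only, so the arrays cannot show whether these 2 samples come from different mice, and they were kept separate because the sample records list them so. *Cmah*-null replicate 3 stood apart from both groups. The SD was 0.56 to 0.64 in its pairs and 0.44 or less in all other pairs, and it had the fewest detected probes (13873). The median number of beads per probe was 34 on the array of WT replicate 1, 32 on those of *Cmah*-null replicates 1 and 2, and 38 or 39 on the other 3, and both sets held samples of both genotypes. The log2 values were compared with limma, and the Benjamini-Hochberg adjustment covered all probes. The probe for *Cmah* (ILMN_2606825) had a log2 signal of 7.47 ± 0.34 (SD, n = 3) in WT and 7.73 ± 0.40 (SD, n = 3) in *Cmah*-null mice. It was detected on 1 WT array and on 2 *Cmah*-null arrays, too near background to check the genotype of a sample.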

To analyze differential gene expression in WT- and *Cmah*-null mice, we focused on the gene expressions, which showed ≥1.5 folds changes with a significant p-value (p < 0.05). In this study, we performed scatter plot analysis in order to estimate global gene expression change. As shown in Fig. 2A, mRNA expression was normalized by the scatter plots: of 25,697 genes, 631 genes were up-regulated, whereas 729 genes were down-regulated in *Cmah*-null mice-derived cochlear tissues compared to control mice-derived cochlear tissues (Fig. 2B). 

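No probe differed between *Cmah*-null and WT cochleae at an adjusted p under 0.05 in limma, where the smallest adjusted p was 0.250, and 2199 probes had an unadjusted p under 0.05. At 1.5-fold with an unadjusted p under 0.05, 334 probes were higher and 363 lower in *Cmah*-null mice. By fold change alone, 686 probes were higher and 843 lower. The LPE (local pooled error) test, which the legend inside Fig. 2A names, was written from its published description and called 25 probes higher and 24 lower at an adjusted p under 0.05. In the authors' deposited table, 8 probes were higher and 6 lower at an adjusted LPE p under 0.05. Of all alternatives, scaling each array to the same median without the quantile step moved the count with p the most, to 2409 higher and 79 lower. The groups did not overlap in 4225 probes, which is 16.4%. Chance gives 10% only if the 6 arrays are independent samples. The closeness of *Cmah*-null replicates 1 and 2 leaves that in doubt, so no excess over chance can be read from this. Among detected probes whose groups did not overlap, the largest rises were in *Cd74* with a log2 fold change of 2.10, *Kl* with 1.84, *Pyy* with 1.79 and *Oasl2* with 1.72. A second probe for *Cd74* rose by 1.88. The largest falls were in *Ucp1* with a log2 fold change of -2.11, LOC333331 with -2.01, *Cidea* with -2.01, *Ddx3y* on chromosome Y with -1.77 and *Acaa2* with -1.75. *Eif2s3y*, also on chromosome Y, ranged from 7.16 to 11.35 in log2 signal among the WT arrays and from 7.07 to 9.58 among the *Cmah*-null arrays, and the sex of the mice is not recorded, so the value of *Ddx3y* cannot be put down to genotype. *Eif2s3y* was detected on 2 WT arrays and 1 *Cmah*-null array. The sexes may thus be spread unevenly over the groups, which would bear on every difference between them. The adjusted p in limma of the probes with the largest rises and falls lay between 0.365 and 0.445, and that of *Eif2s3y* was 0.753. From Fig. 2A and Fig. 2B, the paper states how many genes were up- and down-regulated in the *Cmah*-null cochlea.

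**Figure D1:**
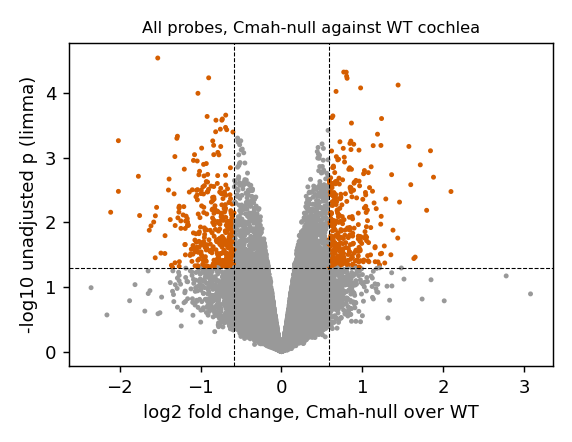
Log2 fold change of each probe, *Cmah*-null over WT, against its unadjusted limma p on a -log10 scale, with dashed lines at 1.5-fold and at p 0.05. Coloured points are the 334 higher and 363 lower probes beyond both.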

Additional File 1 and 2 showed complete lists of these genes.

**Figure 2:**
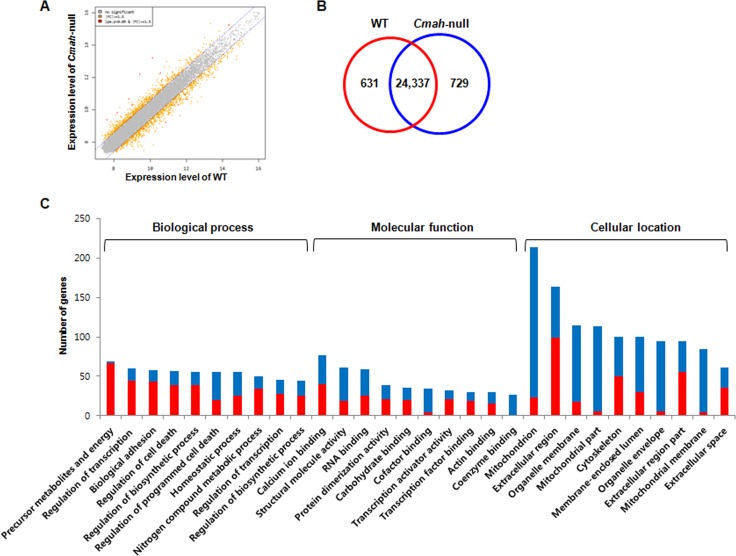
Gene expression profile in cochlea of *Cmah*-null mice (A) Scatterplot of normalized mRNA expression by microarray. Data are log2 normalized. Grey- and orange-spots indicate no significant genes and up- or down-regulated genes, with more than 1.5-fold change. (B) Venn diagram showing differential expression of genes in the cochlear tissues of *Cmah*-null mice. Numbers in red and blue Venn diagram present up- and down-regulated genes, respectively. (C) The differentially up- or down-regulated genes were clarified according to biological process, molecular function, and cellular component. GO classification significantly enriched with a Benjamini-Hochberg corrected P value < 0.05 among all differentially expressed genes with ≥ 1.5-fold expression between WT- and *Cmah*-null mice.

### Functional analysis of differentially expressed genes in cochlea of *Cmah*-null mice

To explore their biological functions, GO classification by functional annotation of the DAVID (Database for Annotation, Visualization and Integrated Discovery) tools categorize each genes with significant differential expression in cochlea of *Cmah*-null mice. Fig. 2C showed the top 10 enriched functional annotations in three categories according to GO classification. These functional annotations consisted of generation of precursor metabolites and energy (69 genes), regulation of transcription from RNA polymerase II promoter (60 genes), biological adhesion (58 genes), regulation of cell death (57 genes), regulation of biosynthetic process (55 genes), regulation of programmed cell death (55 genes), homeostatic process (55 genes), regulation of nitrogen compound metabolic process (50 genes), regulation of transcription (46 genes), regulation of biosynthetic process (44 genes) for biological process; calcium ion binding (77 genes), structural molecule activity (61 genes), RNA binding (59 genes), protein dimerization activity (39 genes), carbohydrate binding (35 genes), cofactor binding (34 genes), transcription activator activity (32 genes), transcription factor binding (30 genes), actin binding (30 genes), coenzyme binding (27 genes) for molecular function; mitochondrion (213 genes), extracellular region (163 genes), organelle membrane (115 genes), mitochondrial part (113 genes), cytoskeleton (100 genes), membrane-enclosed lumen (100 genes), organelle envelope (95 genes), extracellular region part (94 genes), mitochondrial membrane (84 genes), and extracellular space (61 genes) for cellular component.

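The deposited annotation holds GO terms given to each gene directly, and 15 of the listed terms were found in it. Each gene was represented by its brightest probe, and Fisher's exact test (one-sided) compared genes at 1.5-fold with an unadjusted p under 0.05 with all annotated genes of the array. In the term mitochondrion, 78 of 808 genes had changed, 10 higher and 68 lower in *Cmah*-null mice, with an odds ratio of 3.61 and an adjusted p of 4.0e-17 over the 15 terms. In the term extracellular space, 20 of 308 genes had changed, 14 higher and 6 lower, with an adjusted p of 0.022. The other 13 terms had an adjusted p of 0.165 or more. With neqc normalization only mitochondrion was past the threshold. With only detected genes as background, extracellular region was past it too (adjusted p 0.014), and the odds ratio of mitochondrion was 2.77. By camera, which takes all genes of a term, mitochondrion alone was past the threshold, with a median log2 fold change of -0.13 and an adjusted p of 1.3e-08. It was not with fry (adjusted p 0.100) or with a correlation estimated from the data (adjusted p 0.112).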

Next, we examined differentially expressed genes that are enriched in pathways by KEGG pathway analysis. 

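Table 1 prints 133 different symbols in its 11 lists. Only Sshd, in the list of Parkinson's disease, was not found on the array, and it may be a misprint of *Sdhd*, which other lists name. The other 132 were found by symbol. By the brightest probe, 126 changed at least 1.5-fold, 28 higher and 98 lower in *Cmah*-null mice. Of these, 62 also had an unadjusted p under 0.05, 12 higher and 50 lower, and 0 had an adjusted p under 0.05 in limma. The genes were chosen by the study on these samples, so their tally is not independent evidence. The lists of fatty acid metabolism, citrate cycle and proteasome held lower genes only, while 11 of the 12 genes of the Wnt list were higher. In the list of oxidative phosphorylation the largest change by the brightest probe was that of *Cox7a1*, with a log2 fold change of -1.54 (standard error 0.36, adjusted p 0.422 in limma). In fatty acid metabolism it was that of *Hadhb*, with -1.53 (standard error 0.13, adjusted p 0.250 in limma), while a probe for *Acaa2* other than its brightest had -1.75. In the Wnt list it was that of *Wnt10a*, with 1.00 (standard error 0.48, adjusted p 0.631 in limma).

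**Figure D2:**
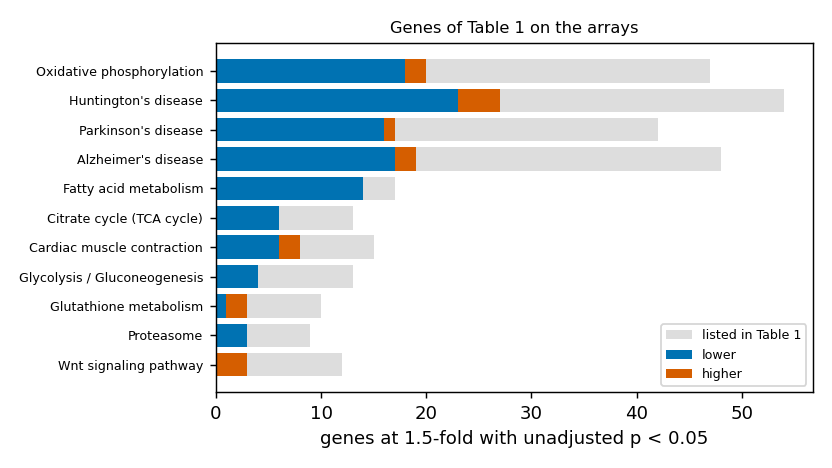
Number of genes in each list of Table 1 (grey) and of those at 1.5-fold with an unadjusted p under 0.05, lower (blue) or higher (orange) in *Cmah*-null mice. In the list of oxidative phosphorylation 18 were lower and 2 higher.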

Table 1 show the 11 most significantly enriched pathways. Of note, most of them are closely associated with oxidative damage and metabolism, supporting the pathogenesis hypothesis of age-related dysfunction. These results are consistent with prior knowledge of AHL [5, 11, 29]. In addition, ingenuity analysis identified more putative diseases and disorders in cochlear tissues of *Cmah*-null mice. These are as follows: neurological disease, psychological disorders, skeletal and muscular disorders, infectious disease, and hereditary disorder (Table 2). Among them, neurological disease consisted of movement disorders (237 genes, 1.65E-13), disorder of basal ganglia (178 genes, 7.88E-13), neuromuscular disease (190 genes, 5.69E-11), neurological signs (151 genes, 6.19E-10), dyskinesia (143 genes, 1.34E-09), Huntington's disease (135 genes, 1,44E-09), progressive motor neuropathy ( 97 genes, 7.78E-06), damage of brain (31 genes, 1.25E-04), seizures (77 genes, 2.22E-04), hypomyelination (11 genes, 4.76E-04), damage of cerebral cortex (11 genes, 8.94E-04) , dysmyelination of sciatic nerve (4 genes, 9.96E-04), and seizure disorder (84 genes, 1.09E-03) (Fig. 3A). Furthermore, we determined the canonical pathways by IPA tool using genes differentially expressed in cochlear tissues of *Cmah*-null mice. 

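To include the members that Table 1 leaves out, genes of oxidative phosphorylation on the array were taken by the start of their symbols (Ndufa, Ndufb, Ndufc, Ndufs, Ndufv, Uqcr, Atp5, Cox4 to Cox8, Sdh and Cyc1). The rule also takes *Ndufaf1*, *Cox4nb* and *Atp5sl*, which are not subunits, and leaves out *Cox17*, *Atp12a*, *Atp6v1a*, *Atp6v0a1*, *Atp6v1g2* and LOC100048613 of Table 1. Of these 78 genes, 66 were lower and 12 higher in *Cmah*-null mice, with a median log2 fold change of -0.60 and a camera p of 6.1e-17. The p was 0.024 with fry and 0.041 with a correlation estimated from the data. The median signal of the list on each WT array was above that on each *Cmah*-null array (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). Scaling to the same median moved the list the most, to a median of -0.16, while the median of all probes detected on the 6 arrays moved to 0.30. Without *Cmah*-null replicate 3 the median was -0.32. By the printed symbols, the lists of Huntington's, Parkinson's and Alzheimer's disease share 41, 40 and 41 genes with the list of oxidative phosphorylation. From the pathways of Table 1, the paper reasons that most relate to oxidative damage and metabolism.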

Of them, the pathway classified aging-related functional groups as follow: glutathion-mediated detoxification, protein ubiquitination pathway, phagosome maturation, mitochondrial dysfunction, glutathione redox reaction I, acetyl-coA biosynthesis, oxidative phosphorylation, and TCA cycle for oxidative stress and mitochondrial dysfunction (Group I) and Wnt/β-catenin signaling (Group II) (Fig. 3B). 

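Gene families behind some of these pathways were taken by symbol, after the data were seen, so that unchanged members counted too. The 37 proteasome subunits had a median log2 fold change of -0.20 in *Cmah*-null mice (camera p 3.2e-05, fry p 0.235), with 29 lower and 8 higher, but of 0.03 when arrays were scaled to the same median. *Cmah*-null replicate 3 carried this fall, since the median signal was 10.16 there, 11.37 and 11.23 on the other *Cmah*-null arrays and 11.24, 11.17 and 11.07 on the WT arrays, and without it the median log2 fold change was -0.07 (camera p 0.070). The 31 glutathione transferases and peroxidases had a median of -0.14 (camera p 0.098), which became 0.05 with that scaling and 0.07 without *Cmah*-null replicate 3. Of 16 alternatives, these 2 reversed the sign and 4 brought the camera p under 0.05. The median was lowest with a block for the number of beads, at -0.25 (camera p 0.011). Scaling to the same median moved the median of all probes detected on the 6 arrays to 0.30. The 19 Wnt ligands had a median of 0.19 (camera p 5.5e-04, fry p 0.036), with 16 higher and 3 lower, and stayed above 0 under all alternatives. Only 7 of them were detected on the 6 arrays. Among the 11 detected on at least 3 arrays the median was 0.28 (camera p 0.0072). The median signal of the 19 was low and overlapped between groups (exact permutation test, two-sided, p = 0.2). It was 7.48, 7.41 and 7.62 on the WT arrays and 7.54, 7.68 and 8.00 on the *Cmah*-null arrays. The 9 frizzled receptors had a median of 0.27 (camera p 0.116), with 7 higher and 2 lower, and of 0.05 without *Cmah*-null replicate 3, with 5 higher and 4 lower. Their camera p was under 0.05 in 6 of 16 alternatives, and their median was highest with a block for the number of beads, at 0.61 (camera p 0.015).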

Taken together, these results provide further information for evaluation of the potential effects and altered functions caused by *Cmah* gene disruption.

**Table 1:** KEGG pathway analysis in the cochlear tissues of *Cmah*-null mice

Term	Count	P value	Genes
Oxidative phosphorylation	47	3.47E-19	*Uqcrc2, Ndufb3, Atp5e, Ndufb4, Ndufb5, Ndufb8, Ndufb9, Cyc1, Cox7b, LOC100048613, Atp6v1g2, Atp12a, Ndufb2, Ndufs6, Ndufs4, Ndufs8, Cox6b1, Cox6b2, Ndufs3, Cox17, Ndufs2, Atp5h, Ndufa4, Ndufa5, Ndufa2, Atp5j2, Ndufa3, Cox7a2, Ndufa8, Cox8b, Cox7a1, Ndufa9, Ndufa6, Ndufa7, Ndufc2, Atp5f1, Ndufc1, Ndufa1, Cox6c, Sdhb, Atp6v1a, Uqcrh, Ndufv2, Sdhd, Atp5c1, Atp6v0a1, Atp5a1*
Huntington's disease	54	1.54E-17	*Uqcrc2, Atp5e, Pparg, Cyc1, LOC100048613, LOC100046796, Ndufs6, Bdnf, Ndufs4, Ndufs8, Ndufs3, Atp5h, Ndufs2, Cycs, Ndufc2, Ndufc1, Ppargc1a, Dctn1, Cox6c, Uqcrh, Atp5c1, Ndufb3, Ndufb4, Polr2g, Ndufb5, Ndufb8, Ndufb9, Cox7b, Ndufb2, Dnali1, Cox6b1, Cox6b2, Hap1, Ndufa4, Trp53, Ndufa5, Ndufa2, Cox7a2, Ndufa3, Cox7a1, Cox8b, Ndufa8, Ndufa9, Ndufa6, Creb1, Ndufa7, Atp5f1, Ucp1, Ndufa1, Sod2, Sdhb, Ndufv2, Sdhd, Atp5a1*
Parkinson's disease	42	9.64E-15	*Uqcrc2, Ndufb3, Atp5e, Ndufb4, Ndufb5, Ndufb8, Ndufb9, Cyc1, Cox7b, LOC100048613, Ndufb2, Ndufs6, Ndufs4, Ndufs8, Cox6b1, Cox6b2, Ndufs3, Ndufs2, Atp5h, Ndufa4, Ndufa5, Ndufa2, Ndufa3, Cox7a2, Ndufa8, Cox8b, Cox7a1, Ndufa9, Ndufa6, Ndufa7, Cycs, Ndufc2, Atp5f1, Ndufc1, Ndufa1, Cox6c, Sdhb, Uqcrh, Ndufv2, Sshd, Atp5c1, Atp5a1*
Alzheimer's disease	48	1.72E-13	*Ndufb3, Uqcrc2, Atp5e, Ndufb4, Ndufb5, Ndufb8, Ndufb9, Cyc1, Cox7b, LOC100048613, Ndufb2, Ndufs6, Ndufs4, Ndufs8, Cox6b1, Il1b, Cox6b2, Ndufs3, Ndufs2, Atp5h, Ndufa4, Ndufa5, Ndufa2, Ndufa3, Cox7a2, Ndufa8, Cox8b, Cox7a1, Ndufa9, Ndufa6, Ndufa7, LOC100048622, Cycs, Ndufc2, Atp5f1, Ndufc1, Ndufa1, Cox6c, Ncstn, Sdhb, Uqcrh, Atp2a3, Ndufv2, Sdhd, Calm4, Atp5c1, Atp5a1, Calm2*
Fatty acid metabolism	17	1.80E-07	*Cpt1b, Acaa2, Acadsb, Acadm, Cpt2, Acads, Adh5, Echs1, Acat2, Acadl, Peci, Dci, Hadhb, Acadvl, Acsl1, Adh1, Acsl5*
Citrate cycle (TCA cycle)	13	2.25E-06	*Sdhb, Idh3g, Aco2, Suclg1, Dld, Sdhd, Idh2, Idh1, Pdha1, Fh1, Pdhb, Pck1, Mdh1*
Cardiac muscle contraction	15	0.003403691	*Uqcrc2, Cacna2d1, Actc1, Cox7a2, Cox8b, Cox7a1, Atp1b2, LOC100048613, Cox7b, Cyc1, Cacng5, Cox6c, Uqcrh, Cox6b1, Cox6b2*
Glycolysis / Gluconeogenesis	13	0.007452722	*Pfkp, Adh5, Pfkm, Fbp2, Pdhb, Aldh3a1, Pck1, Pgm2, Tpi1, Adh1, Dld, Eno3, Pdha1*
Glutathione metabolism	10	0.021733591	*Mgst3, Gstm1, Gpx4, Gpx3, Idh2, Gstz1, Idh1, Anpep, Gclm, Mgst1*
Proteasome	9	0.032475591	*Psmb5, Psmb7, Psmd14, Psmb6, Psma4, Psmb3, Shfm1, Psme4, Psmd6*
Wnt signaling pathway	12	0.046687622	*Trp53, Wnt10a, Fzd10, Ccnd1, Wnt7b, Wnt4, Btrc, LOC100048622, Wnt6, Axin2, Prkx, Nfatc1*

Number of the observed differentially expressed genes in the category. P values is less than 0.05 (P<0.05).

**Table 2:** Disease and disorders identified by Ingenuity Pathway Analysis in the cochlear tissues of *Cmah*-null mice

Diseases and Disorders		
Name	P value	#Molecules
Neurological Disease	9.49E-14~1.75E-03	385
Psychological Disorders	5.14E-13~1.30E-09	178
Skeletal and Muscular Disorders	2.99E-10~1.60E-03	472
Infectious Disease	4.20E-10~1.58E-03	298
Hereditary Disorder	1.30E-09~1.60E-03	163

P values represent significance of overrepresentation of candidate genes within respective gene groups. P value ranges indicate values for various disease subclassifications (not shown).

**Figure 3:**
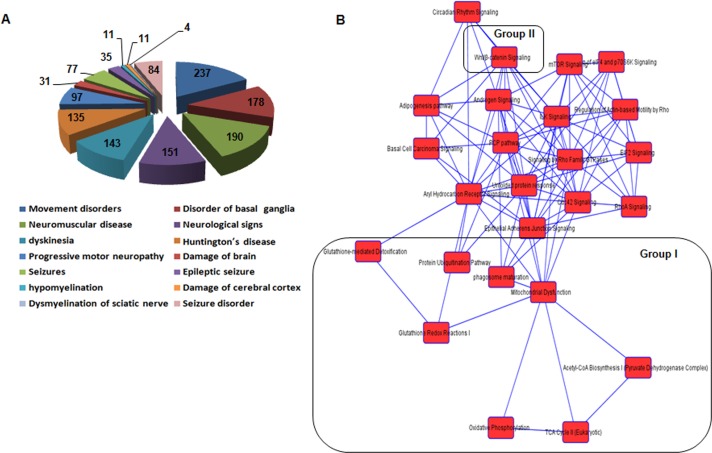
Functional categorization of neurological disease and network of canonical pathways objected by IPA using genes differentially expressed in the cochlea of *Cmah*-null mice (**A**) Pie chart analysis of the disease or functions annotation for neurological disease. (**B**) The network of canonical pathways highlights the relationships between pathways and classifies the functional groups by IPA analysis. Group I and II represent oxidative stress and mitochondrial dysfunction-related signaling (Group I), and Wnt/β-catenin signaling (Group II), respectively.

### Alteration of genes involved in oxidative damage and ROS metabolism

To clarify differential mRNAs expression of oxidative stress and antioxidant defense-related genes, we examined the expression of genes related to oxidative damage and ROS metabolism pathway in the cochlear tissues from WT- and *Cmah*-null mice, using a pathway-focused PCR array. RT-qPCR analysis revealed a significant down-regulation in most of gene expressions in *Cmah*-null mice with AHL, except one gene, *Apoe* (Table 3). Down-regulated genes consisted of 3 specific subsets for oxidative damage and dysregulated ROS metabolism as follows: 1) glutathion peroxidases (*Gpxs*), peroxiredoxins (*Tpxs*), peroxidases, and antioxidant-related genes, 2) superoxide dismutases (*Sod*), genes involved in superoxide metabolism, genes involved in ROS metabolism, and oxidative damage responsive genes for ROS metabolism, and 3) oxygen transporters. Therefore, these results suggested specific subsets of oxidative stress genes that appear to play an important role in AHL in the *Cmah*-null mice.

**Table 3:** Alteration of genes involved in oxidative damage and ROS metabolism in the cochlea of *Cmah*-null mice

Subsets	Groups	Genes
Antioxidants	Glutathion Peroxidases (*Gpxs*)	*Gpx1* (−45.63), *Gpx2* (−4.04), *Gpx7* (−5.55)
	Peroxiredoxins(*Tpxs*)	*Prdx1* (−24.50), *Prdx4* (−107.49)
	Peroxidases	*Cat* (−5.59), *Duox1* (−22.85), *Epx* (−43.83), *Lpo* (−158.02), *Mpo* (−5.61), Ptgs2 (−68.74), *Rag2* (−101.27), *Serpinb1b* (−88.65), Tpo (−1114.36)
	Antioxidants	*Alb*(−3650.81), Sod1(−31.69), *Srxn1*(−4.20), *Txnrd2*(−37.61), *Txnrd3*(−37.40)
ROS metabolism	Superoxide Dismutases (*Sod*)	Sod1(−31.69), Sod2(−53.56)
	Genes involved in superoxide metabolism	*Cygb* (−4.12), *Ncf1* (−15.17), Ncf2 (−26.17), *Nos2* (−216.32), *Nox1* (−685.97), *Nox4* (−59.26), *Noxa1* (−3891.20), *Recql4* (−42.05), *Scd1* (−8.50)
	Genes involved in ROS metabolism	*Fmo2* (−5.95)
	Oxidative Damage Responsive Genes	Als2 (−10.64), *Apoe* (12.54), *Cat* (−5.59), *Ccl5* (−51.16), *Duox1* (−22.85), *Epx* (−43.83), *Ercc2* (−9.90), *Ercc6* (−9.77), *Duox1* (−55.87), *Gclc* (−18.80), *Gpx1* (−45.63), *Gpx2* (−4.04), *Gpx7* (−5.55), *Hmox1* (−19.82), *Hspa1a* (−22.78), *Krt1* (−5.23), *Mpo* (−5.61), *Nqo1* (−7.81), *Prdx1* (−24.50), *Psmb5* (−7.16), *Sod1* (−31.69), *Tpo* (−1114.36), *Txn1* (−99.46), Txnrd2 (−37.61), *Ucp3* (−41.41), *Xpa* (−19.89)
Oxygen Transporters		*Atr* (−9.36), Cygb (−4.12), *Dnm2* (−6.47), *Fancc* (−10.66), *Ift172* (−4.69), *Mb* (−14.77), *Ngb* (−257.96)

### Molecular mechanisms of sirtuins and oxidative stress regulation, and Wnt signaling that involved in *Cmah*-null mice with hearing loss

To address the underlying mechanisms of AHL in *Cmah*-null mouse, we analyzed the expression of their genes that involved sirtuins, oxidative stress regulation, Wnt signaling, mitochondrial dysfunction identified by pathway analysis on microarray and a pathway-focused PCR array. As shown in Fig. 4A, Sirt3 protein expression was significantly reduced in cochlear tissues of *Cmah*-null mouse, compared to their control. Also, RT-qPCR analysis showed that *Sirt3, 4*, and *5* gene expressions is significantly reduced in *Cmah*-null mice than in controls (Fig. 4B). 

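Of the genes in Fig. 4C, 12 were found on the array by symbol. *Sirt3* (ILMN_2737480, chromosome 7, band 7qF5) had a log2 signal of 11.66 ± 0.12 (SD, n = 3) in WT and 11.13 ± 0.07 (SD, n = 3) in *Cmah*-null mice. Its log2 fold change was -0.53 (standard error 0.09), and each *Cmah*-null array was below each WT array (exact permutation test, two-sided, p = 0.1). The adjusted p in limma was 0.396 over all probes and 0.016 adjusted over the list alone, which the study chose on these samples. Scaling arrays to the same median left *Sirt3* at -0.03 (0.904 adjusted over the list alone). The median of all probes detected on the 6 arrays was then 0.30. *Atp5f1* had a log2 fold change of -0.78 (standard error 0.51), *Hif1a* of -0.21 (standard error 0.26) and *Lrp5* of 0.19 (standard error 0.19), and the latter pair changed sign when 1 array was left out. *Foxo3* and *Crb1* were detected on no array, so no fold is given. The legend of Fig. 4 and Fig. 4D name *Cbr1* (carbonyl reductase 1) in place of *Crb1*, and *Cbr1* was detected on the 6 arrays with a log2 fold change of -0.15 (standard error 0.10).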

To determine the expression of AHL related genes in the cochlear tissues of *Cmah*-null mouse, we checked the expression profiles of these genes on the microarray analysis (Fig. 4C). The result shows that the data sets obtained from the microarray analysis accurately matched with RT-qPCR analysis in *Cmah*-null mouse (Fig. 4C and D). 

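On the arrays, *Foxo1* was higher in *Cmah*-null mice, with a log2 fold change of 0.82 (standard error 0.23), and each *Cmah*-null array was above each WT array. *Wnt3a* was higher by 0.57 (standard error 0.26), *Wnt5a* by 0.28 (standard error 0.19) and *Gsk3b* by 0.18 (standard error 0.25), with overlapping groups. *Gsk3b* was at -0.04 without *Cmah*-null replicate 3. *Sirt5* had a log2 fold change of 0.01 (standard error 0.17) and *Lrp6* of -0.09 (standard error 0.11), both smaller than their standard errors, and *Sirt5* changed sign without WT or *Cmah*-null replicate 3. *Sod2*, named MnSod in Fig. 4D, had a log2 fold change of -0.72 (standard error 0.23). The brightest of 3 probes for *Ctnnb1* had -0.48 (standard error 0.20), but 0.03 when arrays were scaled to the same median. That scaling moved the median of all probes detected on the 6 arrays to 0.30. The brightest of 3 probes for *Rhot2* had a log2 fold change of 0.24 (standard error 0.19), a second had -0.05 (standard error 0.30), and the third was detected on 1 array only. The probes for *Cycs*, named CytoC in the figure, had -1.16 (standard error 0.31) and -0.46 (standard error 0.12), each with lower values on all *Cmah*-null arrays. The adjusted p of all these genes in limma was 0.454 or more over all probes.

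**Figure D3:**
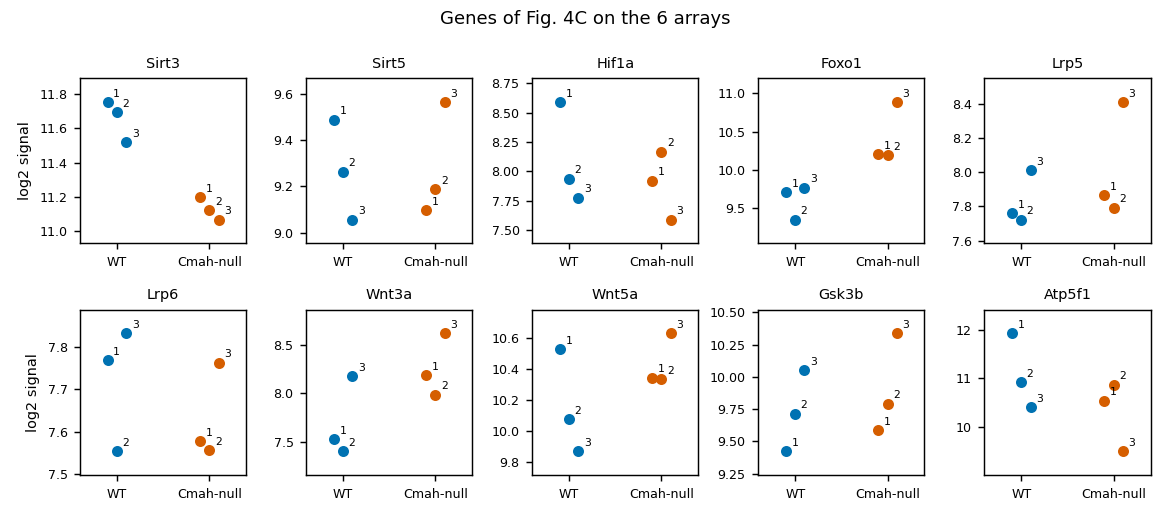
Normalized log2 signal of the 10 detected genes of Fig. 4C on the 3 WT and 3 *Cmah*-null arrays, each point 1 array with its replicate number. *Sirt3* and *Foxo1* are those whose groups do not overlap.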

Like that, expressions of *Hif1α* and *Foxo3a* mRNAs as transcription factor regulated by *Sirt3* as well as *Foxo1* and *MnSod* mRNAs expressions as downstream regulator of *Sirt3* was decreased in *Cmah*-null mice (Fig. 4D).

**Figure 4:**
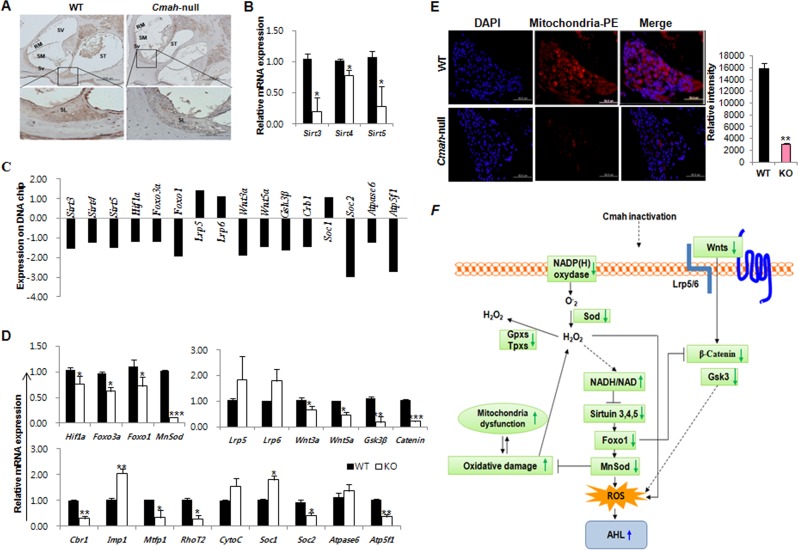
Molecular mechanisms of sirtuins, oxidative stress regulation, and Wnt signaling involved in *Cmah*-null mice (**A**) IHC in cochlea of WT- and *Cmah*-null mouse for detection of Sirt3. Bar: 200 um. SV: scala vestibule, RM: reissner's membrane, SM: scala media, ST: scala tympani, Sv: stria vascularis, SL: spiral lamina. (**B**) Expression levels of sirtuins were determined by RT-qPCR of RNA samples from cochlear tissues of WT- and *Cmah*-null mice. (**C**) Expression of AHL related genes on the microarray data from cochlear tissues of *Cmah*-null mice. (**D**) Expression levels of genes involved in the regulatory factor of sirtuin, Wnt signaling, and mitochondrial functional regulation were determined by RT-qPCR of RNA samples from cochlear tissues of WT- and *Cmah*-null mice. (**E**) Measurement of mitochondrial activity in the cochlea of WT- and *Cmah*-null mice. Immunofluorescence was performed using a mitochondrial marker antibody. The intensity of the fluorescent signal indicates mitochondria numbers or the level of integrity. (**F**) Summary model describing the molecular mechanisms for sirtuins and oxidative stress regulation, Wnt signaling, and mitochondrial dysfunction by identified RT-qPCR results and array date set. The down-regulated Sirt3 lead to oxidative damage and mitochondrial dysfunction and could be alter various signaling pathways in *Cmah*-null mice with AHL. *Sirt3-5*: NAD-dependent protein deacetylase sirtuin3-5, *Hif1α*: Hypoxia-inducible factor 1-alpha, *Foxo3a*: Forkhead box O3, *Foxo1*: Forkhead box protein O1, *MnSod*: superoxide dismutase 2, mitochondrial, *Lrp5-6*: Low-density lipoprotein receptor-related protein 5-6, *Wnt*: *Wingless*, the *Drosophila melanogaster* segment-polarity gene, and *Integrase-1* the vertebrate homologue, *Gsk3β*: Glycogen synthase kinase 3 beta, *Cbr1*: carbonyl reductase 1, *Imp1*: inner mitochondrial membrane peptidase-like, *Mtfp1*: mitochondrial fission process 1, *RhoT2*: Mitochondrial Rho GTPase 2, *CytoC*: Cytochrome C, *Soc1-2*: soluble oxidase component 1-2.

To observe the regulatory factors in Wnt signaling, which might control by ROS in *Cmah*-null mouse, we analyzed the expression of Wnt signaling-related genes (*Lrp5, Lrp6, Wnt3a, Wnt5a, Gsk3β*, and *Catenin*). The result shows that Wnt signaling-related gene expressions in *Cmah*-null mouse were significantly decreased, whereas the Wnt receptor gene expression was not altered (Fig. 4D). Next, we examined mitochondrial dysfunction-related gene expression. The expression of these genes (*Crb1, Mtfp1, RhoT2, Soc2*, and *Atp5f1*) with a role as regulators and mediators of mitochondrial molecular transport was significantly down-regulated (Fig. 4D). We therefore investigated whether altered genes affect the mitochondria expression in sensory neurons of *Cmah*-null mouse by immunofluorescence. As shown in Fig. 4E, mitochondrial positive signals were significantly decreased in *Cmah*-null mice, compared to control mice. Taken together, we proposed a key underlying mechanism for explaining AHL in *Cmah-*null mice (Fig. 4F), suggested that AHL in *Cmah*-null mice was caused by down-regulation of *Sirt3* mRNA expression, which resulted in histological abnormalities in vestibular otoconial epithelia and the cochlear sensory epithelium, and neuronal cell loss in inner ears due to mitochondrial dysfunction by excessive oxidative stress.

## DISCUSSION

In this study, *Cmah*-null mice showed AHL. To identify a change by hearing loss with aging in *Cmah*-null mice, we have analyzed global gene expression profiling, gene interaction network, and signaling pathway using Illumina Beadchip microarray in inner ear of WT- and *Cmah*-null mice. *Cmah*-null mice with hearing loss are closely associated with neurological disease (Alzheimer's disease, Parkinson's disease and Huntington's disease), psychological disorders, skeletal and muscular disorders, infectious disease, and hereditary disorder. These observations are consistent with previous knowledge of AHL, which shows Alzheimer's disease, Parkinson's disease, and Huntington's disease [31]. Also, we have identified stress response and Wnt signaling abnormality, and mitochondrial dysfunction, which are up- and down-regulated by the loss of Cmah activity. Especially, we identified a molecular mechanism of oxidative stress regulated by Sirt3 expression, which lead to mitochondrial dysfunction by ROS, in *Cmah*-null mice. Therefore, we concluded that Sir3 dysfunction in *Cmah*-null mice altered various signaling pathways, which are responsible for the most common sensory disorder in the elderly.

Generally, AHL is closely associated with an impaired inner ear, which generally shows loss of sensory hair cells and/or stria vascularis degeneration in the cochlea and neuronal loss (spiral ganglion neurons) in brain [32]. It is generally well-known that GFAP is a neural injury marker or astrocyte marker; NF for an axonal injury marker, VIM for a neural precursor cells marker in CNS, and NSE for neuronal marker. To this end, we studied the alteration of GFAP, NSE, NF, and VIM in cochlear tissues during different stages of AHL used *Cmah*-null mice mimicking AHL. Immunohistochemically there is combined loss of staining for GFAP, NF, and VIM in cochlear tissues of *Cmah*-null mice, whereas NSE staining patterns was optically not changed (Fig. 1). However, all of *Gfap, Nse, Nf*, and *Vim* mRNA expressions in *Cmah*-null mice are significantly down-regulated, compared to control. Of note, cochlear tissues of *Cmah*-null mice showed extensive apoptosis, whereas control mouse showed a moderate apoptosis. Our results suggested that there was a potential astrocyte regenerative response to neuron degeneration in the adult cochlear tissues during the onset and progression stages of AHL-like disease. Therefore, the regenerative responses in the adult cochlear tissues of AHL-like mice may be a potential pathway in attempting to repair the degenerated neurons and restore the dysfunctional neural circuitry.

Having identified differentially expressed genes between *Cmah*-null and control mice, we searched for differential gene expression profiles contributing to hearing loss with aging. In this study, we determined the 11 most significantly enriched pathways with differentially expressed genes identified on microarray analysis by KEGG pathway analysis to explore their functional role. Remarkably, most of them are associated with the oxidative stress, metabolism and degenerative nerve diseases, supporting the pathogenesis hypothesis of age-related dysfunction (Table 1). Previous studies suggest that in case of AHL, oxidative stress is playing significant role. ROS generated in cochleae increase high-intensity noise [33]. Mice lacking antioxidant enzymes demonstrate enhanced age-related cochlear hair cell loss and susceptibility to noise-induced hearing loss [34, 35]. Moreover, oxidative stress increases protein damage, which directly related to age in the cochleae of CBA mice [36]. To address the possibility that in *Cmah*-null mice the cochlear tissues generates excessive ROS, we examined gene expressions that involved in oxidative stress and antioxidant defense using a pathway-focused PCR array. We found that expression of antioxidant and ROS metabolism related genes was significantly down-regulated and/or dysregulated in the cochlear tissues of *Cmah*-null mouse. These observations suggested that oxidative stress in the cochlear tissues of *Cmah*-null mouse played an important role in the pathogenesis of AHL.

In this study, we found that Wnt signaling (*Lrp5, Lrp6, Wnt3a, Wnt5a, Gsk3β*, and *Catenin*)- and mitochondrial molecular transport (*Crb1, Mtfp1, RhoT2, Soc2*, and *Atp5f1*)-regulator gene expressions in the cochlear tissues of *Cmah-*null mice with AHL were significantly down-regulated. Previous studies suggest that Wnt/β-catenin signaling play an important role in critical hepatic development, regeneration, and carcinogenesis [37-39]. The data from these studies suggested that β-catenin regulate hepatic energy metabolism and mitochondrial function [40]. Further, studies from mammalian cells and *Caenorhabditis elegans* showed that β-catenin and Foxos expression in response to oxidative stress have a cross-talk mechanism [41, 42]. Taken our data with previous observations, ROS accumulations in the cochlear tissues of *Cmah*-null mouse might be caused by reduction of both antioxidant- and Wnt/β-catenin signaling-related gene expressions, which ultimately induced mitochondrial dysfunction (Table 3 and Fig. 4). In conclusion, these findings suggest that Cmah disruption could affect a variety of signaling pathways accompanying orchestrated gene expression changes. To the best of our knowledge, our results for the first time showed that down-regulated β-catenin expression in Wnt signaling give rise to ROS in the cochlear tissues of *Cmah-*null mice with AHL (Table 3).

Finally, we found that *Hif1α* and *Foxo3a* mRNAs as well as *Foxo1* and *MnSod* mRNAs expressions, which located in downstream of *Sirt3* gene expression, is significantly decreased. Also, we found that *Sirt3* mRNA expression in the cochlear tissues of *Cmah*-null mouse is significantly down-regulated (Fig. 4). It is well known that Sirt3 are localized in mitochondria and that Sirt3 is the primary deacetylase, which plays an important role in energy production, metabolism, apoptosis, and cell signaling during aging [43-45]. Further, recent several studies also showed that Sirt3 is as an essential player to enhance glutathione antioxidant defense system in mitochondria under CR conditions and demonstrated that Sirt3-dependent mitochondrial adaptations may be a central mechanism of aging retardation in mammals [29, 46, 47]. These observation suggested that ROS accumulations in the cochlear tissues of *Cmah-*null mice with AHL down-regulated Sirt3 expression. As a result, Sirt3 dysregulation leads to oxidative damage and mitochondrial dysfunction (Fig. 4). Therefore, this study could provide a possible mechanism of Sirt3 in ROS and oxidative stress induced metabolism in *Cmah*-null mouse. Based on our results and previous reports, we suggested a hypothetical model that down-regulated Sirt3 lead to oxidative damage and mitochondrial dysfunction and could be alter various signaling pathways in *Cmah*-null mice with AHL. In conclusion, the present study suggests that mice with Cmah deficiency serve an important model for studying hearing loss with aging caused by evolutionary loss of Neu5Gc synthesis in human.

Of course, mice studies are not complementary to human. Furthermore, we cannot expect that mice with a human-like deficiency of Neu5Gc will mimic all consequences of Neu5Gc loss in a hominid ancestor. In this study, we selected *Cmah*-null mice as a model system to represents a state of at least partial characterization of biochemistry, physiology and metabolism and it could serve as a model system for studying hearing loss with aging caused by evolutionary loss of Neu5Gc synthesis in human. However many additional studies are required to prove hearing loss with aging caused by evolutionary loss of Neu5Gc synthesis in human.

## METHODS

### Animal ethics

All animal experiments were approved and performed under the guidelines of the Konkuk University Animal Care and Experimentation Community [IACUC approval number: KU12045]. *Cmah* <tm1Ykoz> knockout mice were kindly provided by RIKEN Center for Developmental Biology (CDB, Japan).

### Immunohistochemistry (IHC)/ immunofluorescence

For histology, inner ears were harvested after intracardiac perfusion with 4% paraformaldehyde, postfixed overnight, decalcified in 8% EDTA, and embedded in paraffin. Sections were stained with Hematoxylin QS for light microscopy. For IHC, the cochlear tissues were fixed with 4% paraformaldehyde and then embedded on slides. After deparaffination and rehydration in PBS, sections were blocked in background Sniper solution. After washing, the samples were incubated with specific primary antibodies for Neu5Gc (1:200 dilution; Sialix, San Diego, CA, USA), GFAP, NSE, NF, VIM (prediluted: Leica Biosystems Inc. Buffalo Grove, IL, USA), and Sirt3 (1:200 dilution; Santa Cruz Biotehnology, Inc. Dallas, TX, USA) at 4°C overnight. After the incubation, the samples were washed and incubated with horseradish peroxidase-conjugated secondary antibody. Samples were then stained with ImmPACT^TM^ DAB peroxidase substrate (Vector Laboratories; CA, USA) to visualize the signal. Samples were also stained with Hematoxylin QS to provide background information for reference. The samples were mounted using VECTORSHIELD HardSet mounting medium (Vector Laboratories; CA, USA) and observed using fluorescence microscopy (Olympus; Japan). For immunofluorescence, the samples were incubated with primary antibodies for mitochondrial marker (1:1000 dilution, Abcam, Cambridge, UK) at 4°C overnight. After incubate with Alexa Fluor 488-labeled goat anti-mouse (1:500), the samples were mounted using VECTORSHIELD HardSet mounting medium with DAPI (Vector Laboratories) and observed using fluorescence microscopy (Olympus; Japan).

### Apoptotic cell staining

The terminal deoxynucleotidyl transferase–mediated nick end labeling (TUNEL) method was employed for detection of apoptosis using the in situ cell detection kit, tetramethylrhodamine red (TMR, red fluorescence) from Roche Applied Science (Lewes, East Sussex, UK) according to the manufacturer's instructions. For detection of the characteristic chromatin condensation and nuclear fragmentation associated with apoptosis, the samples were mounted using VECTORSHIELD HardSet mounting medium with DAPI (Vector Laboratories) and observed using fluorescence microscopy (Olympus; Japan).

### Microarray analysis of gene expression

WT- and *Cmah*-null mice with same age (12 months) and genetic background (C57BL/6J) were used (n=3 per each group) for microarray analysis. Total RNA was extracted and purified from the cochlear tissues of WT- and *Cmah*-null mice using Trizol and RNeasy columns (Qiagen; Valencia, CA, USA) according to the manufacturer's protocol. The RNA quality was verified using an Agilent Bioanalyzer 2100 (Agilent Technologies; Palo Alto, CA, USA) using the RNA 6000 Pico Assay. Generation of double-stranded cDNA, preparation and labeling of cRNA, hybridization to Mouse Ref-8 v2.0 Expression BeadChip (Illumina, Inc.; San Diego, CA, USA), washing, and scanning were all performed according to the standard Illumina protocol. Arrays were scanned using the Illumina Bead Array Reader Confocal Scanner. Microarray data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE70659 (Gene expression profile in the cochlear tissue of *Cmah*-null mouse).

### *In silico* data analysis

Differentially expressed genes (DEG) were subjected to intensive investigation to identify their biological functions. GO analysis was performed as described using DAVID (http://david.abcc.ncifcrf.gov) to study the biological function of the regulated genes [48]. The differentially expressed genes were compared to all of the genes on the microarrays and a P value computed using a Fisher's exact test. KEGG is a collection of online databases dealing with genomes, enzymatic pathways, and biological chemicals [49]. The KEGG PATHWAY Database records networks of molecular interactions in the cell that includes organism-specific network maps (http://www.genome.jp/kegg/). In addition, canonical pathways and functions analyses were created by IPA (Ingenuity Systems, Mountain View, CA, USA), which assists with microarray data interpretation via grouping DEG into known functions, pathways and gene interaction networks, based primarily on human and rodent studies. Significance was set at a P value of 0.05.

### Pathway-focused PCR array

The Mouse Oxidative Stress and Antioxidant Defense RT^2^ Profiler™ PCR array (SABiosciences Corp., Valencia, CA) was used to measure the alteration of gene expression in the cochlear tissues from WT- and *Cmah*-null mice. The RT^2^ Profiler™ PCR Array (SABiosciences Corp.) is a commercially available set of optimized RT-qPCR primer assays on a 96-well plate. Total RNA was then treated with DNase I, reverse-transcribed using an RT^2^ First Strand Kit (Qiagen), and brought to a final volume of 120 μL. cDNA from individual samples was used as a template for the PCR array, according to the array instructions, using SYBR green on an ABI ViiA^TM^ 7 system (Applied Biosystems). Data were analyzed using SABiosciences RT2 Profiler PCR Data Analysis software, available at http://pcrdataanalysis.sabiosciences.com/pcr/arrayanalysis.php, and were considered significant at >4-fold change. Relative quantitation for each gene was determined by normalization to 5 housekeeping genes (*Actb, B2m, Gapdh, Gusb*, and *Hsp90ab1*), comparing the WT and *Cmah*-null groups by using the 2-ΔΔCt method.

### Quantitative real-time polymerase chain reaction (RT-qPCR)

The total RNA obtained from the cochlea of WT- and *Cmah*-null mice was reverse-transcribed with the QuantiTect Reverse Transcription Kit (Qiagen; Valencia, CA, USA) as recommended by the manufacturer. To evaluate gene expression, RT-qPCR was performed on an ABI ViiA^TM^ 7 system (Applied Biosystems; Foster City, CA, USA) with SYBR Green as the fluorescence detection method (Bio-Rad; Hercules, CA, USA). The mouse *Gadph* gene was used as an internal control to normalize the RT-qPCR efficiency and for quantification of gene expression (Supplementary Table 1 and 2). The RT-qPCR was performed in triplicate for each sample.

### Statistical analysis

All experimental data was presented as means ± standard deviation (SD). Each experiment was performed at least three times. For statistical analysis (Fig. 1 and 4), one-way analysis of variance (ANOVA) was performed to determine whether there were differences among the groups, and Fisher's post-test was performed to determine significance between pairs of groups. In all experiments, *P < 0.05, **P < 0.01, and ***P < 0.001 were considered significant.

## SUPPLEMENTARY INFORMATION FIGURE AND TABLES

## Abbreviations

AHL: age-related hearing loss
Sirt3: sirtuin3
Cmah: CMP-N-acetylneuraminic acid hydroxylase
ROS: reactive oxygen species
KEGG: Kyoto Encyclopedia of Genes and Genome
DAVID: Database for Annotation, Visualization and Integrated Discovery
WT: wild-type
Hif1α: hypoxia-inducible factor 1-alpha
Foxo3a: forkhead box O3a
Foxo1: folkhead box protein O
MnSod: mamganese superoxide dismutase 2
RT-qPCR: quantitative real-time polymerase chain reaction
SV: scala vestibule
SM: scala media
ST: scala tympani
SG: spiral ganglion
BM: basilar membrane
RM: reissner's membrane
Sv: stria vascularis
OT: otoconia
OM: otolithic membrane
NHC & SC: neuroepithelial hair cells and supporting cells
HC: hair cells
OHCs: outer hair cells
SL: spiral lamina.

How the deposited data were processed for this re-analysis (not part of the article)

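Gene expression was measured in cochlear tissue of 3 WT and 3 *Cmah*-null mice, 12 months old, on Illumina MouseRef-8 v2 arrays with 25697 probes, 1 array per sample. As deposited, and per the file headers, the raw table gives intensity values, the average bead signal on a linear scale, without normalization or background subtraction, with its bead standard error, the number of beads and a detection p. The detection p value of each probe was exported by the scanner's software against negative controls, per the file headers. The deposited normalized table gives log2 values, which the authors made by quantile normalization. Its score values, a signed fold change and an LPE (local pooled error) statistic, were computed by the authors from the log2 values of the 3 and 3 arrays. The adjusted p value of the LPE test was also computed by the authors, and its adjustment is not stated in the file headers. Its log2 values were checked to equal quantile-normalized log2 raw signals (largest difference 5.0e-07), and its fold changes to follow from those values (largest difference 2.6e-06). Another 12 columns of that table repeat signals and detection p per sample and were not used. The number of arrays limits the precision, and the self-test on simulated arrays gives a guide to its size. The simulated arrays had independent noise, without a close pair or an array that stood apart. The real arrays had both, so the recoveries may be too high for them. With 200 changed probes, limma recovered 92 at an adjusted p under 0.05 when the true log2 change was 1 and 172 when it was 2, where each probe had its own spread. There the LPE test recovered 93 at a change of 2, with 110 false calls. Where the spread depended on signal alone, as that test assumes, it recovered 183 with 4 false calls, and limma recovered 0 at a change of 1 and 193 at a change of 2.

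The comparison and its tests were set before the data were examined. The authors' log2 values were compared between genotypes with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariate), with Benjamini-Hochberg adjustment over all probes. Probes were counted at an adjusted p under 0.05, at 1.5-fold with an unadjusted p under 0.05, and at 1.5-fold alone. Gene lists were tested with camera at a preset correlation of 0.01, 1 probe per symbol, the brightest. The lists were the genes of oxidative phosphorylation taken by the start of their symbols, called subunits here although 3 of the 78 are not, and marker genes of skeletal muscle, brown fat, fat, blood and marrow, bone and cartilage, epidermis, hair cell, neuron, myelin and cochlear support. GO terms were taken from the deposited annotation and tested with Fisher's exact test and camera. Single values were compared with an exact permutation test, whose smallest p is 0.1. That test takes the arrays as independent samples, which the closeness of *Cmah*-null replicates 1 and 2 leaves in doubt. Genes named are those of Fig. 1E and Fig. 4B to 4D, *Cmah*, the 5 largest rises and 5 largest falls among probes at 1.5-fold with p that were detected on all arrays of a group and whose groups did not overlap, and the genes of Table 1 with the largest change or smallest p. Others were named after their values were seen, where the text says so.

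The alternatives set in advance were neqc normalization (offset 16), quantile normalization without background correction, median scaling, a filter on probes detected on at least 3 arrays, the replicate number as a block, each array left out in turn, a variance prior with trend and robust, an ordinary test per probe, the LPE test, counting by symbol, fry, camera with an estimated correlation and other probes per gene. Chosen later were a block for the number of beads per probe, averaging *Cmah*-null replicates 1 and 2, a GO background of detected genes, the families of proteasome, glutathione enzymes, Wnt ligands and frizzled receptors, lists of interferon-induced and MHC class II genes, and 28 rules for counting genes. While the data were explored, a fit with a covariate read from Y-linked and *Xist* signals and a fit of *Cmah*-null replicate 3 against the other arrays were also run. They were left out, since they group samples by their values. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

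RT-qPCR, the PCR array and immunohistochemistry have no deposited file, and the networks of the pathway software need its database, so none of these was computed. Sirt4, Atpase6 and the soluble oxidase genes of Fig. 4C, and Imp1 and Mtfp1 of Fig. 4D, were not matched on the array and are given no value.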

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

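The tests in this part were chosen after the result was seen, except the limma comparison itself. Genes that the paper does not discuss rose in *Cmah*-null mice above their level in WT mice, and this is why they are listed. *Cd74* rose by a log2 fold change of 2.10 and 1.88 in its 2 probes, *Kl* by 1.84, *Pyy* by 1.79 and *Oasl2* by 1.72. In each, the 3 *Cmah*-null arrays lay above the 3 WT arrays, but none had an adjusted p under 0.05 in limma, and they are the 5 largest of 310 rising probes that met the rule for naming. *Pyy* was detected on 1 WT array only, so its size is uncertain.

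A difference between the sets of arrays with fewer and more beads per probe was tested as a block, and the smallest of these log2 fold changes was then 1.77, which argues against it. A wider rise of interferon-induced genes may go with *Oasl2*. Of 22 other such genes 19 were higher, with a median of 0.32, and 0% of 10000 random lists of the same mean signal had a median as high. The median was 0.19 without *Cmah*-null replicate 2 and with replicates 1 and 2 averaged, and 0.53 without *Cmah*-null replicate 3. The list was not past the threshold with fry (p 0.150), and its median on *Cmah*-null replicate 3 (8.33) was close to that of WT replicate 2 (8.22). For *Cd74*, MHC class II genes could rise with it. Their median was 0.07, with 7 of 9 higher (camera p 0.016, fry p 0.147), and 23.5% of random lists were as high. Among the 7 detected on at least 3 arrays it was 0.35 (camera p 0.0081). Of those detected on the 6 arrays, all named after their values were seen, *H2-Ab1* was higher by 1.46, *H2-DMa* by 0.50 and *H2-DMb1* by 0.35, *H2-Eb1* was at 9.98, 10.42 and 11.51 on the WT arrays and 11.85, 11.83 and 11.52 on the *Cmah*-null arrays, and *H2-Aa* had -0.17. The median and the test of the list differ, and without WT replicate 1 the median was -0.01, so this stays open. Infection, the housing and the sex of the mice, the share of immune cells and the genotype itself were not tested.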

How the results depend on the processing

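Chosen after the data were seen were the block for the number of beads, the averaging of *Cmah*-null replicates 1 and 2, the GO background of detected genes, the count of symbols with any probe, the use of the probe with the largest change, the list of oxidative phosphorylation less 3 genes, the gene families, the interferon-induced and MHC class II lists, and for single marker lists all alternatives but neqc, fry and leaving out an array. No probe was past an adjusted p of 0.05 under the alternatives except 49 by the LPE test and 3 with the bead block, which were 2 probes for *Acaa2* and 1 for LOC333331.

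At 1.5-fold with an unadjusted p, the 697 probes became 1482 with neqc, 2488 with median scaling, 395 with an ordinary test per probe and 1728 with the bead block. Leaving out an array gave 429 (without WT replicate 2) to 1037 (without WT replicate 3). Of the 697 probes, 671 were also called with neqc, 399 with median scaling and 359 without WT replicate 2. At 1.5-fold alone, 1529 probes became 3594 with neqc, 3225 with median scaling, 2493 with the bead block and 2345 with averaging. Leaving out an array gave 1327 to 2404, with 2315 without *Cmah*-null replicate 1 and 2404 without replicate 2. Median scaling made 96.8% of the probes with p higher, where quantile-normalized values gave 47.9%. It moved the median of probes detected on the 6 arrays from 0.03 to 0.30. The cause was not tested, here or for the other changes in this part.

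*Cmah* stayed at a positive log2 fold change (0.13 to 0.65) and *Sirt3* at a negative one (-0.60 to -0.03), and neither was past the adjusted threshold in any alternative. In Fig. 4C, the number of genes past the threshold over the list alone was 1, and became 2 with median scaling (*Foxo1* and *Gsk3b*), 0 with the filter on detection, 3 with the replicate block, 0 with the prior with trend and robust, 3 with the bead block, 0 with averaging, and 0 to 2 when an array was left out. The single call, *Sirt3*, was lost with median scaling, where its p adjusted over the list alone was 0.904, and wherever the number was 0, which includes leaving out WT replicate 1, WT replicate 2, *Cmah*-null replicate 1 or *Cmah*-null replicate 2. The subunits of oxidative phosphorylation stayed lower with a p under 0.05 in all 18 alternatives, with medians from -0.71 to -0.16. Their median was -0.64 with the 3 genes that are not subunits left out. Quantile normalization without background correction and the variance prior could not move any gene list. The former equals the deposited values, and the latter gave the same camera p, so neither tests stability.

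Of the genes of Table 1, 62 became 126 by 1.5-fold alone and 132 by the probe with the largest change. The GO terms past the threshold became 4 by 1.5-fold alone, 3 with only detected genes as background and 1 with neqc, from 2. The marker lists past the threshold went from 4 to 1 with fry, and to 3 to 7 when an array was left out, 7 without WT replicate 3. With median scaling the sign changed for proteasome subunits (0.033), glutathione enzymes (0.054), *Ctnnb1* (0.028) and the markers of myelin (0.13) and cochlear support (-0.0071). The median of probes detected on the 6 arrays was 0.30 there, so a value near 0 still lay below it. Blood and marrow markers, at 0.00, were at -0.018 with the bead block, -0.063 with averaging and -0.17 to 0.38 when an array was left out. When an array was left out the sign changed for these results. Glutathione enzymes went from -0.21 to 0.069, *Lrp5* from -0.0014 to 0.31 and *Gsk3b* from -0.041 to 0.34, each changing sign without *Cmah*-null replicate 3. *Sirt5* went from -0.13 (without *Cmah*-null replicate 3) to 0.12 and was at -0.093 without WT replicate 3, and *Hif1a* went from -0.37 to 0.035, the latter without WT replicate 1. The markers of myelin went from -0.46 to 0.14 (without WT replicate 1), those of bone and cartilage from -0.39 to 0.029 (without WT replicate 2), and MHC class II genes from -0.015 (without WT replicate 1) to 0.36. The replicate numbers do not pair the samples, since deviations from the group means correlated at 0.03, -0.18 and 0.03 across probes, so the replicate block has no pairs to remove.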

Differences from the paper's values

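The paper's count of up-regulated genes is 631, and 334 probes were higher at 1.5-fold with an unadjusted p. The paper's count of down-regulated genes is 729, and 363 probes were lower. Of the alternatives set before the data were examined, neqc normalization and leaving out WT replicate 3 gave counts within 1.5 times the paper's in both directions, and the other 13 did not. The count at 1.5-fold alone, also set before the data were examined, gave 686 higher and 843 lower, within 1.5 times the paper's in both directions. A count of gene symbols with any probe at 1.5-fold, without a p, gave 631 higher and 728 lower. It was chosen after seeing the values, as 1 of 28 counting rules tried (probes, probes with an LPE statistic past its limit, symbols or gene identifiers, each with 7 limits on detection), of which 2 gave these numbers and 0 gave the paper's pair exactly. By that rule all 132 matched genes of Table 1 were called, so it dropped 0 of them.

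In Table 1, the paper's counts and the genes at 1.5-fold with an unadjusted p were 47 and 20 for oxidative phosphorylation, 54 and 27 for Huntington's disease, 42 and 17 for Parkinson's disease (Sshd not matched), 48 and 19 for Alzheimer's disease, 13 and 6 for the citrate cycle, 15 and 8 for cardiac muscle contraction, 13 and 4 for glycolysis, 10 and 3 for glutathione metabolism, 9 and 3 for the proteasome, and 12 and 3 for Wnt signaling. All 10 were within 1.5 times the paper's by 1.5-fold alone, set before the data were examined, and none with neqc.

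GO terms were counted from the deposited annotation, which gives terms to genes directly. The paper's counts and those found at 1.5-fold with p were 213 and 78 for mitochondrion, 163 and 54 for extracellular region, 100 and 13 for cytoskeleton, 84 and 1 for mitochondrial membrane, 61 and 20 for extracellular space, 77 and 29 for calcium ion binding, 61 and 12 for structural molecule activity, 59 and 20 for RNA binding, 39 and 3 for protein dimerization activity, 32 and 4 for transcription activator activity, 30 and 3 for transcription factor binding, 30 and 5 for actin binding, 27 and 0 for coenzyme binding, 60 and 2 for regulation of transcription from RNA polymerase II promoter, and 46 and 12 for regulation of transcription. The annotation gives mitochondrial membrane to 11 genes of the array and coenzyme binding to 16, too few for either to come within 1.5 times the paper's count under any rule, so these terms say nothing on the rule. By 1.5-fold alone 7 of the 15 were within 1.5 times the paper's count and 8, these terms included, were not. With neqc 1 was and 14, these terms included, were not.

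In Fig. 4C the paper's bars, read by eye, are about -1.5 for *Sirt5*, about -1.9 for *Foxo1*, about 1.1 for *Lrp6*, about -1.9 for *Wnt3a*, about -1.4 for *Wnt5a* and about -1.6 for *Gsk3b*, as signed fold changes. The arrays gave 1.01, 1.76, -1.06, 1.48, 1.21 and 1.13. The sign was opposite to the figure in these 6 genes, though *Sirt5*, *Lrp6* and *Gsk3b* changed by less than their standard error. The other 4 detected genes, *Sirt3*, *Hif1a*, *Lrp5* and *Atp5f1*, had the figure's sign and were within the replicate SD of it. These 4 became 1 with median scaling, 2 without WT replicate 1 or without *Cmah*-null replicate 3, and 3 without WT replicate 2. In each alternative set before the data were examined, each of the 6 still had the opposite sign or lay beyond the SD of the figure. With neqc *Lrp6* (-1.17) was within the SD but kept the opposite sign. *Sirt5* without WT replicate 3 (-1.07) or *Cmah*-null replicate 3 (-1.09) and *Gsk3b* without *Cmah*-null replicate 3 (-1.03) took the figure's sign but lay beyond the SD.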

Other observations

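The tests of the batch of arrays and of the count of probes by splits, those of skeletal muscle and brown fat, and the split counts for GO terms and Table 1 were chosen after the result was seen. With 3 samples against 3 there are 10 splits of the 6 arrays, so chance cannot be excluded for any of these results. As many probes at 1.5-fold with an unadjusted p were found in 3 of the 10 splits, 1 of which parted the arrays with fewer beads from the others (900 probes). At an adjusted p under 0.05 the real split had 0 probes, so all 10 splits had as many by construction and that count tests nothing. With the bead number as a block, 620 of the 697 probes stayed, which argues against that difference as the whole cause of the count. As many GO terms were past the threshold in 4 splits, as many genes of Table 1 in 1, as many marker lists in 5 and as many genes of Fig. 4C in 1. The study chose the GO terms and the genes of Table 1 and Fig. 4C on these samples. That favours the real split in advance, so those counts are no independent test.

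The lower signal of the subunits of oxidative phosphorylation was as strong by camera in 1 of the 10 splits, the real one. Those subunits were examined because the study listed many of them from the same samples, which favours the real split here too. With the bead number as a block their median was -0.69, and after removing a trend on the GC content of the probes it was -0.71, which argues against both as the whole cause. Of 10000 random lists of the same mean signal, 0% had a median as low, which argues against an effect of signal strength in the normalization. The sample's composition stays open. The 12 brown fat marker genes, written before the test, had a median of -0.70 and ranked the 6 arrays in the same order as the subunits, so that less brown fat in the *Cmah*-null samples is a candidate explanation. Without the 2 of them that are also subunits the median was -0.67. Among the markers *Ucp1* was at a log2 signal of 13.63, 12.48 and 11.79 on the WT arrays and 10.82, 10.84 and 9.90 on the *Cmah*-null arrays, and the study listed *Ucp1* from these samples. Of the 12 markers 11 were lower and 1, *Zic1*, was higher, by 0.36. On *Cmah*-null replicate 3, *Cpt1b* was at 12.85, above the WT arrays (12.71, 12.49 and 12.23). *Otop1* was at 9.76 there, above WT replicates 2 and 3 (9.63 and 9.32). A fall of the genes of oxidative phosphorylation inside the cells stays equally open. Skeletal muscle markers had a median of -0.51, and whether less muscle adds to it stays open. Their median signal was 14.34, 14.26 and 13.13 on the WT arrays and 12.99, 13.07 and 13.41 on the *Cmah*-null arrays. *Cmah*-null replicate 3 was thus above WT replicate 3 in muscle markers, but had the lowest subunits (11.22 against 12.47), which goes against muscle as the cause on that array, though 1 array excludes nothing, and the most abundant transcripts are near the top of the scale.
The fat markers had a median of -0.77 and the epidermis markers of 0.80, and with brown fat and skeletal muscle they were past the adjusted threshold with camera. With fry only brown fat was, and with an estimated correlation none was. When an array was left out, the median of epidermis went from 0.33 (without WT replicate 1, adjusted p 0.168) to 1.43 (without WT replicate 3), that of skeletal muscle from -0.86 to -0.33, that of fat from -1.13 to -0.50 and that of brown fat from -0.86 to -0.69. With median scaling skeletal muscle was at -0.15 and no longer past the threshold (adjusted p 0.068). The medians of the others were 0.00 for blood and marrow, -0.21 for bone and cartilage, 0.08 for hair cell, -0.16 for neuron, -0.29 for myelin and 0.03 for cochlear support.

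Signals of genes outside the comparison varied within groups. *Prl* was at 8.04, 8.13 and 14.22 on the WT arrays and at 13.66, 13.62 and 12.35 on the *Cmah*-null arrays, and *Gh* at 9.38, 9.29 and 12.99 and at 11.95, 11.87 and 13.06. *Eif2s3y*, on the Y chromosome, was at 10.02, 11.35 and 7.16 and at 7.31, 7.07 and 9.58, and *Xist* at 7.52, 7.38 and 8.75 and at 8.66, 8.62 and 8.14. All were chosen after their values were seen, and the sex of the mice is not recorded. For the genes of the PCR array in Table 3, 46 of 50 were on the array, 28 of them detected on the 6 arrays. Counting also those not detected on every array, 25 were lower and 21 higher in *Cmah*-null mice, with a median log2 fold change of -0.05 and 4 at least 1.5-fold lower with an unadjusted p. The markers of Fig. 1E had log2 fold changes of -0.18 for *Gfap*, 0.16 for *Eno2* and 0.12 for *Vim*. *Gfap* and *Vim* were within the spread between replicates, while *Eno2* changed by more than its SD of 0.08 in WT and 0.09 in *Cmah*-null mice, with overlapping groups (exact permutation test, two-sided, p = 0.2). The figure gives no gene for Nf. Of the neurofilament genes on the array, *Nefm* had -0.62 (standard error 0.71, exact permutation p = 0.5) and *Nefl* was detected on no array.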
